A study of Mus musculus with 48 samples.

How the data were processed

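RNA was measured by sequencing in the hippocampus and the prefrontal cortex of male mice that lacked the DNA repair enzyme alkyladenine DNA glycosylase (Aag, encoded by the gene Mpg) and of wild-type mice, at postnatal day 5 (P5), at 6 weeks (6W) and as adults of 4 to 6 months (labelled 6M). Per the labels' protocols, RNA was column-purified and turned into stranded poly(A) libraries with the Lexogen SENSE mRNA kit, and per the labels the reads were single-end reads of 75 bases. Poly(A) selection and the stranded protocol mean that transcripts without a poly(A) tail are under-represented and that the strand of a read is known, but whether strand was used in counting is not stated. The deposited table holds whole-number read counts per Ensembl gene for 48 samples and 54838 genes, with no normalization. Neither the labels nor the file header name the aligner, the counting program, the genome build, the annotation, or how reads that match several genes were treated.

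Each column was matched to a sample by its title, which gives the tissue, the genotype, a number from 1 to 4 and the age, and the samples fell into 12 groups of 4. Gene symbols were given to 54723 of the 54838 IDs from a table of gene names, and the 115 IDs left without a symbol hold 0.032% of the counts. Positions are those of GENCODE release M21 on GRCm38. The build behind the deposited counts is not stated, so positions describe the gene in that annotation and not the authors' alignment. Total counts ranged from 21615824 to 47343993 per sample. A floor of 3 counts, the smallest number taken as a signal, corresponded to between 0.0949 and 0.131 CPM (the count scaled by library size) in the WT groups. Floors of this kind cover counting error only, since reads without molecular identifiers are not independent molecules. The libraries were compared pairwise within each group over genes with at least 20 counts in the pair. The chi-square per degree of freedom lay between 4.34 and 163 for the 72 pairs, so no pair had the agreement within sampling noise that a library deposited more than once would give. Separate libraries of 1 animal would not be found in this way, and every sample was counted as 1 replicate as the labels give it.

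Counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood method (glmQLFit and glmQLFTest), with trimmed mean of M-values (TMM) normalization and edgeR's filterByExpr on the groups. The 24 samples of each tissue entered a single fit with 6 groups (genotype by age), which left 18 residual degrees of freedom, and each contrast was taken from that fit. This tested 17786 genes in hippocampus and 18144 in prefrontal cortex. The difference of the genotype effect between tissues was tested in a fit of all 48 samples with 12 groups and 18849 genes. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene is named as called when its adjusted p-value was under 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. The comparison over all ages averages the 3 age-specific genotype effects. CPM values are TMM-normalised. Lists of 26 base excision repair genes and of choroid plexus, striatum and immediate early genes, the rule for naming genes, and most of the other settings given below were fixed before the data were examined. The repair list's p-values were adjusted over the list and over all genes.

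The genes named follow a rule. Mpg, as the target, and Aldh2, from knowledge of the study, are named in every genotype comparison. Genes called in all 6 genotype comparisons are named, up to 8, as are the 2 genes with the smallest p-values in each direction of a genotype comparison among called genes whose 4 KO and 4 WT values do not overlap. In each age step of the wild type, the 2 genes that rose most and the 2 that fell most are named, among called genes without overlap and with a mean log2 CPM of at least 5 (prior count 1). Any other gene named was chosen after its values were seen, and the text says so.

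The statistical code was tested on simulated counts drawn for the real genes and libraries, with 200 genes changed by known amounts. In the hippocampus simulation (17571 genes tested) 86% of genes changed by 1 log2 unit and 100% of those changed by 2 were recovered, with 4.62% false calls, and in the prefrontal simulation (17872 genes tested) the shares were 88%, 100% and 5.53%. A contrast with no simulated change gave 0 calls in each. The draws were independent between genes, and the changed genes had an average log2 CPM above 0. The shares therefore test the code and do not give the recovery or the error rate in the real libraries.

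The replicate number in the sample titles is shared by all groups and was treated as a possible pairing. Whether it pairs samples was checked by the correlation, across genes with a mean log2 CPM above 3, of same-numbered samples' deviations from their group means. Across genes, such correlations describe the libraries, and genes are not independent replicates. The other settings fixed beforehand were median-of-ratios size factors, no filter on low counts, a mean of at least 10 counts, DESeq2 1.42.0, the replicate number as a block, a fit of only the 8 samples compared, a fit of all 48 samples, a block for animal, and leaving out each sample in turn. A block of the number within each age, and a choroid plexus marker score as a covariate, were added after seeing the data. Sequence shared between named genes and other genes was measured as the percentage of a gene's 31-base words found in GENCODE transcripts of other genes. Small-sample comparisons of a single value used exact permutation tests, and enrichments used Fisher's exact test. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. No sample was left out.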

Results

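To ask how the loss of Aag changes gene expression in the developing and adult brain, RNA was sequenced from hippocampus and prefrontal cortex of knockout (KO) and wild-type (WT) male mice at P5, 6W and 6M. Aag is a DNA glycosylase that starts base excision repair by removing alkylated bases. Each of the 12 groups held 4 samples. Total counts per sample had a mean of 27073613 ± 4705453 (SD, n = 48) and ranged from 21615824 to 47343993, with a mean of 27196089 ± 5724542 (SD, n = 24) in KO and 26951136 ± 3527542 (SD, n = 24) in WT. Mitochondrial transcripts took 16.8% ± 5.43 (SD, n = 48) of the counts. Group means ran from 9.75% to 11.8% at P5 and from 16.3% to 21.8% at the later ages. In hippocampus at 6W and 6M, replicate 1 had the highest share of its group. That share was 28.05% and 24.14% in KO and 31.59% and 31.39% in WT. The highest Xist value in any sample was 2.68 CPM, and the lowest value of the Y-linked gene Ddx3y was 15.8 CPM.

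The targeted gene was examined first. Mpg (ENSMUSG00000020287) is a protein-coding gene at 32226505 to 32232700 on the plus strand of chromosome 11. Its level was lower in every KO sample than in every WT sample, from 0.940 to 2.54 CPM (22 to 86 counts) in the 24 KO samples and from 4.44 to 8.89 CPM (102 to 293 counts) in the 24 WT samples. In hippocampus the log2 fold change of KO against WT was -2.55 (SE 0.19) at P5, -1.55 (SE 0.19) at 6W and -1.77 (SE 0.19) at 6M. In prefrontal cortex it was -2.57 (SE 0.17), -1.55 (SE 0.17) and -1.49 (SE 0.17). The largest edgeR adjusted p-value of the 6 was 3.51e-05. The KO mean amounted to 17.0% of the WT mean in hippocampus and 16.7% in prefrontal cortex at P5, and to between 29.2% and 35.4% at the later ages. The remaining counts are uncertain, because Mpg lies inside the span of Nprl3 on the opposite strand (32225628 to 32267707), and 34.0% of the 31-base words of Mpg occur in antisense in other genes. The use of strand in the counting is not stated.

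The transcriptome-wide effect of genotype was small at every age. In hippocampus, 21 of 17786 tested genes were called at P5 (3 higher and 18 lower in KO), 7 at 6W (3 higher, 4 lower) and 8 at 6M (3 higher, 5 lower). In prefrontal cortex, 9 of 18144 genes were called at P5 (4 higher, 5 lower), 6 at 6W (3 higher, 3 lower) and 6 at 6M (3 higher, 3 lower). At an unadjusted p under 0.05 the numbers were 1392, 769 and 577 in hippocampus and 1503, 614 and 313 in prefrontal cortex. The alternative that moved the hippocampus P5 result most was the omission of a filter on low counts, which gave 244 called genes. Same-numbered KO and WT samples deviated together to some degree. The mean correlation of their deviations was 0.10, 0.34 and 0.17 at P5, 6W and 6M in hippocampus, and 0.15 and 0.16 at P5 and 6M in prefrontal cortex. With the replicate number as a block the called genes numbered 28, 7 and 9 in hippocampus and 8 and 6 in prefrontal cortex at these ages. Of the called genes, 20 of 21, 7 of 7 and 8 of 8 in hippocampus had no overlap between the 4 KO and the 4 WT values, as did all of those in prefrontal cortex. Chance gives a non-overlap for 2.86% of genes, and the share among all tested genes was between 1.9% and 4.54%.

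The same 6 genes were called in all 6 comparisons, and 24 genes were called in at least 1. Besides Mpg they were Aldh2, Gabra2, Ublcp1, Pttg1 and Gm12663. In each of the 6 comparisons no KO value of these genes overlapped a WT value of the same tissue and age. The tissues may share animals, so the 6 comparisons may not be independent of each other.

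**Figure D1:**
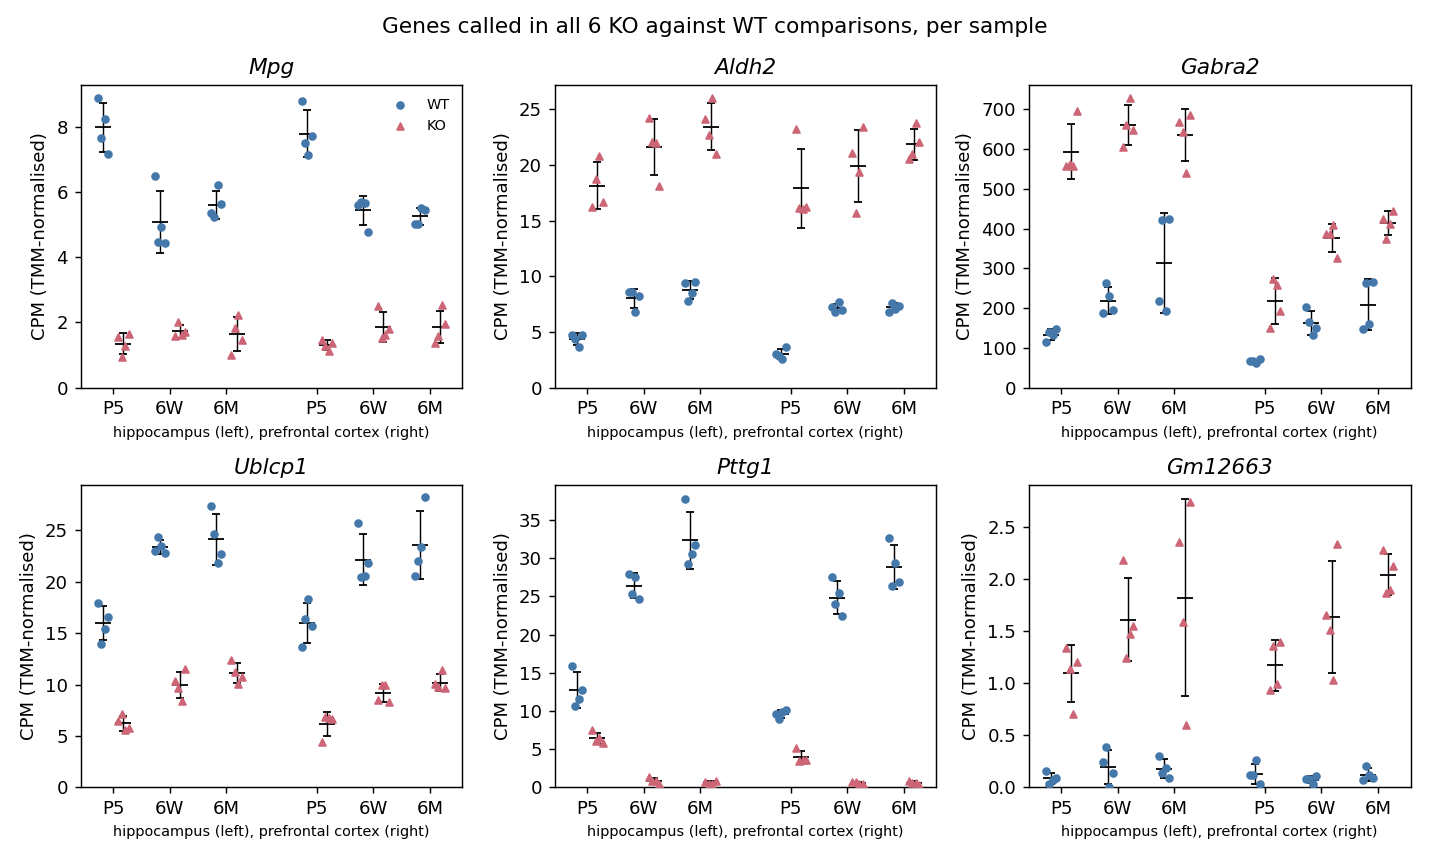
TMM-normalised CPM (linear y axis from 0) of the 6 genes called in all 6 KO against WT comparisons, by age on the x axis, with hippocampus on the left and prefrontal cortex on the right of each panel. Each point is a sample (circles WT, triangles KO), and bars give the mean and SD of the 4 samples. KO and WT points are separate in every pair of groups, and 2 of the 4 WT 6M samples of each tissue sit above the other 2 for Gabra2.

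Aldh2 (ENSMUSG00000029455), a mitochondrial aldehyde dehydrogenase gene at 121566027 to 121593824 on chromosome 5, was higher in KO. At P5 it rose from 4.38 ± 0.515 CPM in WT to 18.1 ± 2.11 CPM in KO hippocampus, and from 3.01 ± 0.444 to 17.9 ± 3.53 CPM in prefrontal cortex (SD, n = 4 in each group). The log2 fold changes were 2.05 (SE 0.12) and 2.57 (SE 0.14) at P5, and between 1.42 and 1.60 at the later ages. The largest of the 6 edgeR adjusted p-values was 3.32e-07. Gabra2 (ENSMUSG00000000560), a GABA-A receptor subunit gene at 70957597 to 71095849 on the same chromosome, was also higher in KO. Its mean in hippocampus was 594 ± 68.8 CPM in KO and 133 ± 13.6 CPM in WT at P5, and 635 ± 65.5 against 315 ± 126 CPM at 6M (SD, n = 4 in each group). The log2 fold change was 2.15 (SE 0.18) in hippocampus and 1.70 (SE 0.18) in prefrontal cortex at P5. It was 1.01 (SE 0.18) and 0.98 (SE 0.18) at 6M, where the edgeR adjusted p-values were 0.012 and 0.028. They rose to as much as 0.0987 and 0.319 when single samples were left out. In the fit of only the 8 samples compared, the edgeR adjusted p-value in hippocampus was 0.98, so the call at 6M was lost there. The call at 6M in prefrontal cortex was lost in that kind of fit too. The 4 WT 6M samples spread widely, at 219, 422, 193 and 424 CPM in hippocampus and 148, 262, 160 and 266 CPM in prefrontal cortex for replicates 1 to 4.

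Ublcp1 and Pttg1 were lower in KO. Ublcp1 (ENSMUSG00000041231), at 44454571 to 44470498 on chromosome 11, had log2 fold changes between -1.38 and -1.12, and the largest edgeR adjusted p-value was 1.10e-05. Gm12663 (ENSMUSG00000101316), annotated as a processed pseudogene at 16635109 to 16636066 on chromosome 11, changed in the opposite direction. Its CPM was between 1.10 and 2.04 in the KO group means and between 0.0749 and 0.193 in the WT group means, where single WT samples had 0 to 9 counts. The log2 fold change lay between 3.03 and 4.03 in 5 comparisons, with a largest edgeR adjusted p-value of 0.0051. In prefrontal cortex at 6W all 4 WT samples had 3 or fewer counts, so KO was at least 14.6-fold higher there. Values of these 2 genes are uncertain, since 82.5% of the 31-base words of Gm12663 occur in Ublcp1 and 30.3% of those of Ublcp1 occur in Gm12663. The summed CPM of both genes remained lower in every KO sample than in every WT sample of the same tissue and age.

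Pttg1 (ENSMUSG00000020415), which encodes securin and lies at 43420250 to 43426251 on chromosome 11, had 6.45 ± 0.739 CPM in KO and 12.7 ± 2.31 CPM in WT hippocampus at P5 (SD, n = 4), a log2 fold change of -0.98 (SE 0.15) with an edgeR adjusted p-value of 0.00186. At 6W the KO mean was 0.872 ± 0.397 CPM against 26.4 ± 1.63 CPM, and at 6M it was 0.649 ± 0.196 against 32.3 ± 3.75 CPM (SD, n = 4 in each group). In prefrontal cortex the log2 fold change was -1.27 (SE 0.16) at P5, -5.47 (SE 0.21) at 6W and -5.77 (SE 0.21) at 6M.

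A further gene, called in 4 of the 6 comparisons, met the naming rule in hippocampus at P5. G530011O06Rik (ENSMUSG00000072844), a noncoding transcript at 169975043 to 169978917 on the X chromosome, had 0.495 ± 0.0378 CPM in KO and 3.08 ± 0.479 CPM in WT (SD, n = 4), a log2 fold change of -2.63 (SE 0.21) with an edgeR adjusted p-value of 6.71e-09. It was also lower in KO in hippocampus at 6W (log2 fold change -1.39, edgeR adjusted p-value 0.000764) and at 6M (-1.35, 0.0025), in prefrontal cortex at P5 (-1.58, 0.0314) and over all ages in both tissues. The call at P5 in prefrontal cortex was lost in 8 of the 15 alternatives run, with an adjusted p-value of up to 0.776, and those at 6W and 6M were lost in 1 of 16 each. It overlaps Mid1 on the opposite strand, and 18.4% of its 31-base words occur in other genes, so its value is uncertain. Of the 21 genes called in hippocampus at P5, 14 were called at neither of the later ages in hippocampus, and all 14 were lower in KO. Ttr, a marker of the choroid plexus, ranged from 7.31 to 1867 CPM in the 4 KO samples and from 1929 to 7350 CPM in the 4 WT samples at P5. A score of 10 such markers (mean log2 CPM) was 2.01 ± 2.05 in KO and 4.88 ± 0.80 in WT at P5 (SD, n = 4), a difference of -2.86 with an exact two-sided permutation p of 0.0571. At 6W the exact two-sided permutation p was 0.457 and at 6M it was 0.2.

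**Figure D2:**
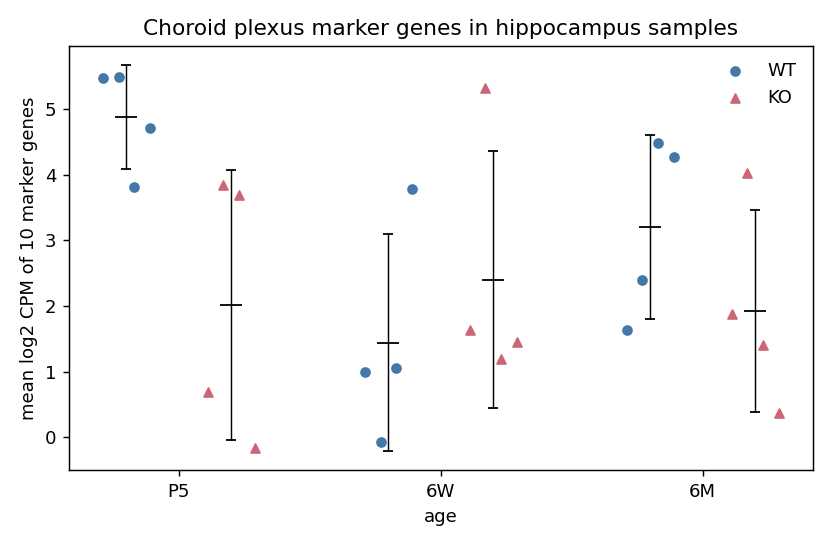
Mean log2 CPM of 10 choroid plexus marker genes (y axis) in the 24 hippocampus samples by age (x axis). Each point is a sample (circles WT, triangles KO), and bars give the mean and SD of the 4 samples. Scores ran from -0.17 to 3.84 in KO and from 3.82 to 5.50 in WT at P5, and the groups overlapped at 6W and 6M.

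Averaged over the 3 ages, 12 genes were called in hippocampus (5 higher, 7 lower in KO) and 12 in prefrontal cortex (6 higher, 6 lower), with 1039 and 932 genes at an unadjusted p under 0.05. The mean correlation of same-numbered KO and WT deviations was 0.20 in hippocampus and 0.12 in prefrontal cortex, and with the replicate number as a block 14 and 12 genes were called. Of the 15 genes called in either tissue, 9 were called in both. Of the 12 called in hippocampus, 11 were tested in prefrontal cortex and 10 had the same direction there. All 12 called in prefrontal cortex had the same direction in hippocampus. The tissues may come from the same animals, so this agreement is not an independent repeat. By position, 8 of the 15 lay on chromosome 11: Igfbp3, Gm12663, Gm12068, Rhbdf1, Mpg, Pttg1, Ublcp1 and Thg1l, of which Igfbp3, Gm12068, Rhbdf1 and Thg1l were singled out after their values were seen. Over the alternatives run, the edgeR adjusted p-value of Gm12068, called in hippocampus, reached 0.177 and that of Igfbp3, called in prefrontal cortex, reached 0.143. Thg1l was higher in KO, with a log2 fold change of 0.49 (SE 0.08) in hippocampus and 0.56 (SE 0.08) in prefrontal cortex. Rhbdf1, at 32209585 to 32222300 next to Mpg, was lower in hippocampus (-0.63, SE 0.10), with an edgeR adjusted p-value of 0.00313, and was not called in prefrontal cortex.

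**Figure D3:**
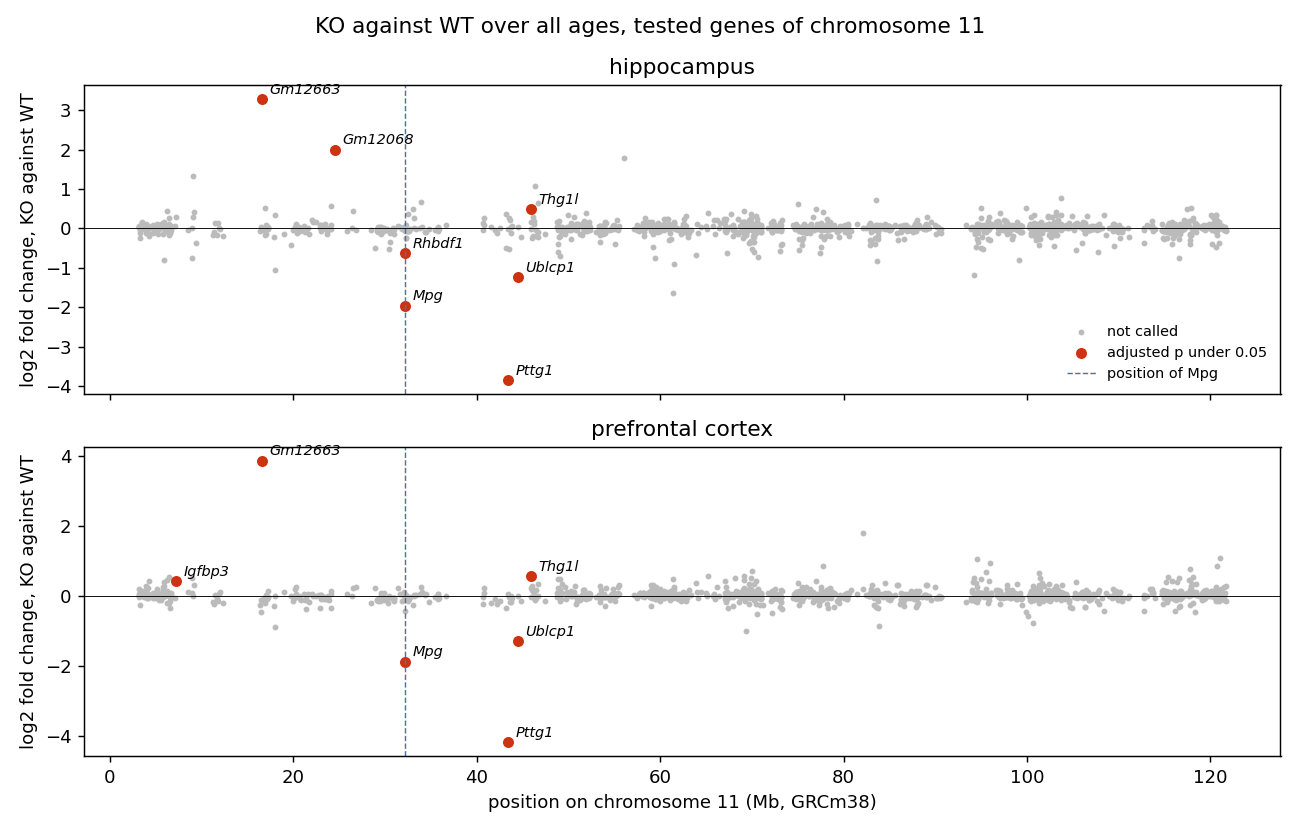
Log2 fold change of KO against WT over all ages (y axis) of the tested genes of chromosome 11 by position in Mb (x axis), in hippocampus above and prefrontal cortex below. Red points are genes with an adjusted p-value under 0.05, grey points are the others, and the dashed line marks Mpg. Pttg1 (-3.86 and -4.17) and Gm12663 (3.29 and 3.85) were the called genes farthest from 0 on this chromosome.

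The dependence of the genotype effect on age was tested next. Pttg1 was the single gene called in each tissue, with an edgeR adjusted p-value of 1.55e-12 in hippocampus and 1.72e-11 in prefrontal cortex, while 859 and 556 genes had an unadjusted p under 0.05. With the replicate number as a block (mean correlation of same-numbered deviations 0.20 and 0.12), 1 gene was again called in each. For Aldh2 in prefrontal cortex, the edgeR adjusted p-value of this interaction was 0.0531, above the threshold of 0.05. For a genotype effect that differs between the tissues over all ages, 0 of 18849 genes were called and 613 had an unadjusted p under 0.05. Without a filter on low counts 38 genes were called, and leaving out single samples gave 0 to 7. Same-numbered hippocampus and prefrontal samples had a mean correlation of 0 over the 6 genotype and age groups, and 0 genes were called with the replicate number as a block (652 at an unadjusted p under 0.05). With the animal as a block, taken as the same genotype, age and number in both tissues, 0 were called (634 at an unadjusted p under 0.05).

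Because Aag acts in base excision repair, the other genes of this pathway were tested as a list. All 26 were tested in both tissues over all ages. None was called in either tissue, whether adjusted over the list or over all genes, and 0 had an unadjusted p under 0.05. Their log2 fold changes lay between -0.17 and 0.14 in hippocampus and between -0.13 and 0.40 in prefrontal cortex. With the replicate number as a block (mean correlation 0.20 and 0.12) 0 genes were called in each, and 0 and 1 had an unadjusted p under 0.05.

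The comparison of ages within a genotype showed changes of another scale. Between P5 and 6W in WT, 11024 genes were called in hippocampus (5580 higher, 5444 lower at 6W) and 11034 in prefrontal cortex (5543 higher, 5491 lower). In KO the numbers were 11051 (5545 higher, 5506 lower) and 11133 (5480 higher, 5653 lower). In hippocampus 9685 genes were called in both genotypes, of which 9682 changed in the same direction, and in prefrontal cortex the numbers were 9744 and 9740. Between tissues, which may share animals, 8280 of the 8472 genes called in both tissues of WT changed in the same direction. The fit of only the 8 samples compared moved these counts most, to 9578 in KO prefrontal cortex. Same-numbered KO hippocampus samples of the 2 ages had a mean correlation of 0.12, and with the replicate number as a block 11356 genes were called there.

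The genes that rose most in WT hippocampus from P5 to 6W were Mobp, from 2.49 ± 2.07 to 1003 ± 433 CPM, and Mal, from 2.23 ± 0.678 to 297 ± 83.0 CPM (SD, n = 4 in each group). Those that fell most were Dcx, from 1941 ± 171 to 56.7 ± 5.19 CPM, and Cd24a, from 444 ± 30.7 to 13.8 ± 2.87 CPM. In prefrontal cortex they were Mobp, with a log2 fold change of 7.57 (SE 0.33), Fam107a (5.76, SE 0.33), Cd24a (-6.09, SE 0.32) and Dpysl3 (-5.61, SE 0.16). The largest edgeR adjusted p-value of these 8 was 8.90e-14.

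Between 6W and 6M few genes were called. In WT there were 28 in hippocampus (5 higher, 23 lower at 6M) and 7 in prefrontal cortex (5 higher, 2 lower), and in KO there were 80 (10 higher, 70 lower) and 17 (7 higher, 10 lower). Whether the number differed between the genotypes was not tested, and the interaction of genotype and age called Pttg1 alone. In hippocampus 20 genes were called in both genotypes, all in the same direction, and in prefrontal cortex 6 were, all in the same direction. The balance of directions in WT depended on the setting. Without a filter on low counts it turned, to 194 higher and 147 lower in hippocampus and 9 and 14 in prefrontal cortex. In the fit of only the 8 samples compared it was 2 higher and 0 lower, and 3 and 4. DESeq2 turned it in prefrontal cortex (12 and 17) but not in hippocampus (28 and 62). It held with median-of-ratios size factors, a mean of at least 10 counts and the replicate block. Same-numbered samples had a mean correlation of 0.19 in WT and 0.37 in KO hippocampus, where 55 and 89 genes were called with the replicate number as a block. In WT hippocampus Mal fell from 297 ± 83.0 to 142 ± 17.5 CPM and Cldn11 from 184 ± 52.3 to 90.0 ± 16.0 CPM (SD, n = 4 in each group), with edgeR adjusted p-values of 0.00559 and 0.0199. Both calls were lost in the fit of only the 8 samples compared. Over the alternatives run, the adjusted p-values of Mal reached 0.0986 and those of Cldn11 reached 0.141. No gene that rose met the naming rule in either tissue. In prefrontal cortex Traf3 fell by 0.49 (SE 0.09) on the log2 scale, with an edgeR adjusted p-value of 0.0201, and up to 0.135 over the alternatives run.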

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

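The tests in this part were chosen after the results were seen. Of 125 sets of 4 values examined, 9 held a sample far from the other 3, where 6.2 are expected by chance.

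Pttg1 stood out because its genotype effect depended on age, with an edgeR adjusted p-value of the interaction of 1.55e-12 in hippocampus and 1.72e-11 in prefrontal cortex. A difference in depth was tested by thinning every library to the smallest total of 21615824 counts, after which the adjusted p-values were 6.64e-13 and 4.41e-11. Shared reads were tested through sequence, and 0.52% of the 31-base words of Pttg1 occur in other genes. Neither accounted for the pattern. A strain or donor variant near the targeted gene remains: Pttg1 lies 11.2 Mb from Mpg, and the called genes other than Mpg, Pttg1 and Gm12663 were denser within 20 Mb of Mpg than the tested genes (Fisher's exact p 7.21e-06). The counts carry no sequence, so an effect of losing Aag on Pttg1 cannot be told apart from such a variant.

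The prefrontal KO P5 replicate 1 lay far from the other 3 samples for 3 genes: Aldh2 at 23.2 CPM (the others 16.1 to 16.2), Pttg1 at 5.22 CPM (3.47 to 3.58) and Ublcp1 at 4.42 CPM (6.63 to 6.82). It had the highest total count of its group, but that total did not stand apart (its gap to the nearest sample was 0.628 of the range, under Dixon's critical value for 4 samples). Its score of 9 striatum markers, written before the data were examined, did stand apart, with a gap of 0.945 of the range. The WT P5 replicate 1 had a similar score of 5.40 against 5.37. Its Aldh2 of 3.04 CPM and Pttg1 of 9.59 CPM lay within the values of the other 3 WT samples (2.58 to 3.62 and 8.91 to 10.12), while its Ublcp1 of 13.6 CPM was the lowest of its group (the others 15.7 to 18.3). Neighbouring tissue in the dissected piece may contribute, but a WT sample cannot decide this, since the levels of these genes differ between the genotypes. No biological explanation was tested.

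Gabra2 in hippocampus KO P5 replicate 4 lay apart at 697 CPM, with the others between 558 and 561.5 CPM. Neither its total count (gap 0.0245 of the range) nor its choroid plexus score (gap 0.215) stood apart. Mpg in prefrontal WT 6W replicate 4 lay apart at 4.76 CPM, with the others between 5.6 and 5.71 CPM. Its gaps were 0.217 for the total count and 0.146 for the striatum score. No biological explanation was tested for either.

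The choroid plexus score of hippocampus KO 6W replicate 2 lay apart at 5.33, with the others between 1.19 and 1.63. Its total count did not stand apart (gap 0.321 of the range). A piece of choroid plexus taken with the hippocampus is a candidate explanation that these counts could not separate from a biological difference.

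Total counts lay apart in 3 libraries: 21951499 in hippocampus KO 6M replicate 4 (the others 24219000 to 24676489), 37979957 in hippocampus WT 6M replicate 3 (22347188 to 24466375) and 47343993 in prefrontal KO 6M replicate 4 (22094372 to 24896349). The share of the 10 highest genes was compared too. Its gap to the nearest sample was 0.233, 0.0417 and 0.774 of the range in that order. None was above Dixon's critical value for 4 samples. Such a share tells how counts divide between genes and cannot account for a total. The cause of the totals therefore stays open. No biological explanation was tested.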

How the results depend on the processing

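The replicate block within age and the choroid plexus covariate were chosen after seeing the data. The cause was not tested for any change given here unless stated.

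Median-of-ratios size factors and the filter at a mean of 10 counts left every count within 1.5 times of its main value, except that genotype by age in prefrontal cortex went from 1 to 2 genes under each. In the fit of all 48 samples that count was also 2.

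Without a filter on low counts, the called genes for KO against WT numbered 244 (P5), 102 (6W), 123 (6M) and 193 (all ages) in hippocampus and 14 at P5 in prefrontal cortex. The main calls were all among them. At 6W in hippocampus the balance turned, from 3 higher and 4 lower to 71 higher and 31 lower, and in the others more genes stayed lower. Genotype by age gave 258 in hippocampus and 4 in prefrontal cortex, genotype by tissue gave 38, and 6M against 6W gave 341 (WT) and 339 (KO) in hippocampus and 23 and 61 in prefrontal cortex.

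DESeq2 called 59 genes for KO against WT at P5 and 27 over all ages in hippocampus, 14 at P5 in prefrontal cortex, and 6 and 3 for genotype by age. For 6M against 6W it called 90 (WT) and 124 (KO) in hippocampus and 29 and 120 in prefrontal cortex.

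The fit of only the 8 samples compared called 38 genes at P5 and 5 at 6M in hippocampus and 5 at P5 in prefrontal cortex. For 6M against 6W it called 2 (WT) and 32 (KO) in hippocampus and 81 in KO prefrontal cortex.

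The replicate block moved 6M against 6W to 55 genes in WT hippocampus and to 3 in WT prefrontal cortex. Where the mean correlation of same-numbered samples was within 0.1 of 0, the block gave 6 genes for KO against WT at 6W in prefrontal cortex (correlation 0.05). For the step from P5 to 6W it gave 11338 in WT hippocampus (0.06) and 11006 and 11127 in WT and KO prefrontal cortex (-0.09 and 0.09), and for that from 6W to 6M 17 in KO prefrontal cortex (0.04, and 0.01 in WT). The replicate block within age moved KO against WT at P5 in prefrontal cortex to 15 and genotype by age in hippocampus to 2. With the choroid plexus score in the fit, 8 genes were called at P5 in hippocampus, all among the 21.

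Leaving out each sample in turn gave these ranges of called genes. KO against WT in hippocampus gave 8 to 29 (P5), 6 to 8 (6W), 6 to 10 (6M) and 11 to 16 (all ages), and in prefrontal cortex 7 to 26, 6 to 7, 5 to 6 and 11 to 15. Genotype by age gave 1 to 3 in hippocampus and 1 to 4 in prefrontal cortex, and genotype by tissue 0 to 7. The step from 6W to 6M gave 9 to 50 (WT) and 38 to 85 (KO) in hippocampus and 2 to 7 and 2 to 15 in prefrontal cortex. The base excision repair list gave 0 in every fit. The step from P5 to 6W stayed within 1.5 times of its main value under each alternative run.

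None of the 48 log2 fold changes given by the naming rule in single comparisons changed direction under any alternative run. Across single-sample omissions 364 of their values kept their side of the threshold and 20 lost it, for Gabra2 at 6M, Gm12663 at 6W in hippocampus, Mal, Cldn11 and Traf3. A further 7 were lost in the fit of 8 samples and 1 with the replicate block. A further 22 values, those of named genes called over all ages and of G530011O06Rik, also kept their direction. Of these, Gm12068 lost its call in 18 of 31 alternatives, G530011O06Rik at P5 in prefrontal cortex in 8 of 15 and Igfbp3 in 2 of 31. For Gabra2 at 6M the edgeR adjusted p-values over all alternatives ran from 3.14e-15 to 0.98 in hippocampus, the highest in the fit of 8 samples, and from 2.00e-05 to 0.319 in prefrontal cortex. Depth limits Gm12663, whose WT samples held 0 to 9 counts, so that its fold change is imprecise.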

Other observations

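The enrichment within 10 Mb of Mpg was fixed before the results were seen, other splits of the samples were run for every model result, and all other tests in this part were chosen only after the result was seen.

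The genes called over all ages clustered around the targeted gene. Of the 14 called genes other than Mpg, 2 (14.3%) lay within 10 Mb of it, against 0.47% of tested genes (Fisher's exact p 0.00189). They were Rhbdf1, whose call held in every alternative run, and Gm12068, which lost its call in 18 of 31. The result within 10 Mb therefore leans on a call that often did not hold. Within 20 Mb there were 6 (42.9% against 1.14%, p 5.60e-09), and on chromosome 11 as a whole 7 (50% against 7.40%, p 2.57e-05). A candidate explanation is a segment of donor DNA that stayed linked to the targeted allele and carries its own expression variants. The test is in line with that, but the counts hold no variants, and effects of the targeting on neighbouring genes cannot be excluded. Aldh2 and Gabra2 on chromosome 5 lie outside any such segment. For both genes, this does not exclude a variant elsewhere in the genome that differs between KO and WT mice, which counts cannot show.

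Ublcp1 and Gm12663 changed in opposite directions and share sequence. Counting reads of Ublcp1 under its near copy was tested by summing both. The sum was still lower in KO, by at least 0.91 on the log2 scale (log2 ratio -0.91 at 6M in hippocampus, the smallest change), and the gain of Gm12663 was between 10.3% and 14.4% of the loss of Ublcp1 in CPM. Such reads therefore could not account for most of the fall of Ublcp1. At a common rate in all samples they would make Gm12663 highest in WT, where Ublcp1 was highest, and the opposite was seen. A rate that is higher in KO, as a sequence variant in Ublcp1 would give, was not tested, and with 82.5% of the words of Gm12663 found in Ublcp1 it cannot be told apart from a rise of Gm12663 itself.

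Gabra2 in the WT 6M samples took 2 levels that recurred in both tissues. On a scale with 0 at the WT 6W mean and 1 at the KO 6M mean, replicates 1 to 4 lay at 0, 0.49, -0.06 and 0.49 in hippocampus and at -0.06, 0.40, -0.01 and 0.41 in prefrontal cortex. KO tissue mixed into replicates 2 and 4, or a swap, would also move the other genotype-dependent genes, but the highest place among Mpg, Aldh2, Ublcp1, Pttg1 and Gm12663 in these samples was 0.11. A hypothesis is that these animals may carry 1 copy of an allele of Gabra2 that the KO animals carry in 2 copies, which would make the KO difference of Gabra2 a matter of background and not of Aag. Read sequences would show this and were not used here. Gabra2 was the only gene (mean log2 CPM of at least 3) that parted replicates 2 and 4 from 1 and 3 by at least 0.5 log2 units in both tissues. The pairing of 1 and 2 against 3 and 4 gave 2 genes and that of 1 and 4 against 2 and 3 gave 0, so such a parting also occurs elsewhere.

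The excess of called genes in hippocampus at P5 may reflect how much choroid plexus was dissected. The 14 genes called there and at no later age had a median correlation with the choroid plexus score of 0.54, measured on deviations within groups over the 24 samples, against a median of 0.02 and a 95th percentile of 0.15 for 10000 random lists matched on expression. This placed it at percentile 100 of those lists. Among the 14 genes the correlation ran from 0.09 to 0.815. The lowest were those of Creb3l2 (0.09) and Slco1a4 (0.296), both singled out after their values were seen. Slco1a4 stayed called with the score in the fit. The median therefore does not describe every gene of the list. This list test was added after a first test had failed to separate the explanations: with the score in the fit 8 genes were called, but 20 scores shuffled within groups gave 7 to 132 (median 10). The score itself differed between KO and WT at P5 with an exact two-sided permutation p of 0.0571, which does not pass 0.05, so a chance difference in dissection and an effect of genotype on choroid plexus both remain.

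Same-numbered hippocampus and prefrontal samples appear to come from the same animals, although the labels do not say so. Over 9462 genes their deviations had a mean correlation of 0 (permutation p 0.488), yet 11 genes had a correlation above 0.8 over the 24 pairs, against 0 to 2 genes in 20 shuffles of the numbers within groups. For 18 immediate early genes, listed before the data were examined, the mean deviation correlated between tissues with Pearson's r 0.84 and Spearman's rho 0.78 (n = 24, one-sided permutation p 0.00012 for each). Nr4a1 and Egr4 of this list are among the 11 genes, so the test is not independent of them. Without the 2 samples farthest from the median r was 0.76. Within numbers 1 to 4, with 6 pairs each, r was 0.96, 0.20, 0.31 and 0.84. No other list was tested in this way. The result is consistent with 1 animal per number, and handling or activity before dissection is a possible source of the spread.

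Single samples stood out in both tissues for 2 genes chosen after their values were seen. Eif2s3y had 3.13 and 2.98 CPM in WT 6W replicate 3 of hippocampus and prefrontal cortex, with all other samples at 12.8 CPM or more and 9.93 CPM or more. Lcn2 had 24.8 and 34.0 CPM in KO 6M replicate 3, with all other samples at 6.71 CPM or less and 5.72 CPM or less.

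Other splits of the samples were fitted in the same way, and each number of splits includes the real one. For KO against WT, 8 splits of the 8 samples part all 4 same-numbered pairs, so that the smallest possible share is 1 of 8. As many genes as in the real split were called in 1 of the 8 at each age in hippocampus, and in prefrontal cortex in 2 of 8 at P5, 1 of 8 at 6W and 2 of 8 at 6M. The other split at P5 exchanged replicate 4 between KO and WT and called 57 genes, and the other at 6M set KO 1 and 4 with WT 2 and 3 and called 12. Over all 35 splits, which include those that leave same-numbered pairs together, the numbers were 1, 1 and 1 in hippocampus and 4, 1 and 2 in prefrontal cortex, where a split at P5 that put both replicates 1 on the same side called 592 genes. For each of the 8 age steps, 1 of 8 splits gave as many genes, the real one, and over all 35 splits also 1. The highest count of another was 1165 among the 8 and 1729 among the 35, both for P5 against 6W in KO prefrontal cortex. For the comparison over all ages, 100 of the 2048 exchanges of genotype within same-numbered pairs were fitted, the real labelling included. As many as 12 genes were called in 4 of 100 in hippocampus and in 1 of 100, the real one, in prefrontal cortex. The highest count of another labelling was 84 in hippocampus and 9 in prefrontal cortex. For genotype by age 6 of 100, the real one among them, gave at least 1 gene in each tissue. The highest count of another labelling was 33 in hippocampus and 7 in prefrontal cortex. An exchange that differs between ages also turns a genotype effect shared by the ages into a difference between them. These counts therefore cannot tell how rare a count of 1 is, and they say nothing of the size of the Pttg1 effect. For genotype by tissue 38 of 100 gave at least 613 genes with an unadjusted p under 0.05. For the base excision repair list 100 of 100 gave at least 0 genes, which a count of 0 makes certain.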
